A study of Mus musculus with 12 samples. Its data were reported in "Fine‐Tuning of Cholesterol Homeostasis Controls Erythroid Differentiation" (2021).

How the data were processed

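G1E-ER4 cells are mouse erythroid progenitors that lack their own GATA1 and carry instead a fusion of GATA1 with the hormone-binding part of the estrogen receptor, so that adding β-estradiol (EST) switches GATA1 activity on. Per the labels, the cells were transduced with a retrovirus for 24 h, carrying either an empty vector or the active fragment of SREBP2, and were then left untreated or given EST for 6 h before RNA was taken. The labels disagree on the EST dose, which is 500 nM in the sample protocol and 200 nM in the design text of the series, and the methods of the paper give the dose of the sample protocol. mRNA was sequenced in 12 libraries, 3 in each of 4 groups, here called Vector, SREBP2, Vector+EST and SREBP2+EST. Groups were taken from the sample titles, and libraries are named below by group and by the number in the header of the count table, which is not the replicate number of the titles.

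The authors deposited a table of estimated counts per gene, not normalized, for 17210 genes identified by mouse symbol and Entrez number. Of its values 66.5% are whole numbers and the others carry decimals. The aligner, the counting tool, the genome build and the annotation were not stated, so no coordinates are given. The authors also deposited a table of their own pairwise comparisons per transcript, with a log2 fold change, a p-value and its Benjamini-Hochberg adjusted p-value for each of 4 pairs of groups. That second table holds no value per library, and it was used only where the authors' deposited table is named.

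The estimated counts were rounded to whole numbers. Genes were kept when edgeR's filterByExpr passed them (11177 genes kept, 6033 left out), libraries were scaled by the trimmed mean of M values (TMM), and differences were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F-test on one mean per group with all 12 libraries in one fit. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and an adjusted p-value under 0.05 was the threshold. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of F. Levels are given in CPM, counts scaled to a fixed library size, after TMM scaling, as mean ± SD of the 3 libraries in a group, and the principal components used log2 CPM with a prior count of 2. Contrasts were the EST effect in Vector cells, the SREBP2 effect without EST, the SREBP2 effect with EST, the EST effect in SREBP2 cells, and the interaction, which is the difference between the EST effects in SREBP2 and Vector cells. Genes were called shared by the EST effect in Vector cells and the SREBP2 effect without EST when both had an adjusted p-value under 0.05 and an estimated fold over 1.2. For higher and lower genes of the SREBP2 effect with EST, the fold criterion was 1.5.

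Gene lists were fixed before the data were examined: 20 cholesterol pathway genes, 28 erythroid program genes and 40 ribosome biogenesis genes. They were tested by edgeR's fry rotation test with Benjamini-Hochberg adjustment over 12 tests, and each list is described by its median log2 fold change. The genes named one by one followed a rule of the same date: Srebf2, Gata1, Nfe2, Sqle, Hmgcs1, Gata2, the adult globin genes and some others whatever their values, and for the 3 main contrasts and the interaction the 3 largest rises and 3 largest falls among genes past the threshold with an average log2 CPM of at least 3 and, except for the interaction, libraries of both groups that did not overlap. Not every gene under this rule is reported. Reads of the globin genes are shared between near-identical copies, so single globin genes are uncertain.

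On simulated counts drawn for 11177 genes from the real means, dispersions and library sizes, 200 of which were changed by known folds, the procedure recovered 196, with 8 of 204 calls false. The changed genes were drawn above a low CPM cutoff and changed in Vector+EST only. Of the 70 genes changed 1.5-fold, 94.3% were recovered. Library totals ran from 18700959 to 19152281 counts, and 3 counts, the smallest level taken as detected, came to 0.158 CPM. A fold against a group at or under that floor in all libraries was computed against the floor and is a lower bound.

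Alternatives fixed beforehand were DESeq2 1.42.0, scaling by relative log expression, library totals only, no low-count filter, at least 10 counts in every library, only the 6 libraries compared, each library left out in turn, another gene list test (camera, limma 3.58.1), other fold criteria, and Vector libraries divided between the effects. A correction for GC content and transcript length, taken from the GENCODE M21 transcripts for 97.5% of the genes in the table, was added after the data were seen. So was a fit with the number in the count table's headers as a block, because numbers 1 and 5 occur in every group. What these numbers stand for is not stated.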

Results

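RNA was measured in 12 libraries of G1E-ER4 cells, with 3 libraries each in the Vector, SREBP2, Vector+EST and SREBP2+EST groups. Total estimated counts were nearly level across the libraries. They averaged 19117848 ± 30125 counts (SD, n = 3) in Vector, 18915164 ± 49872 counts (n = 3) in SREBP2, 18890254 ± 207658 counts (n = 3) in Vector+EST and 18884560 ± 48938 counts (n = 3) in SREBP2+EST. The 10 highest genes took between 4.53% and 4.90% of the counts in every library. Replicates of a group were compared by a chi-square statistic per gene, which is near 1 when 2 libraries differ by counting error alone. It ran from 1.81 to 2.15 among Vector libraries, from 2.14 to 3.32 among Vector+EST libraries, from 2.29 to 6.31 among SREBP2+EST libraries and from 2.63 to 10.6 among SREBP2 libraries. No pair was close enough to be one library deposited more than once.

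The first principal component of log2 CPM held 65.3% of the variance and separated the 3 Vector libraries from the other 9. The second held 16.01% and separated Vector+EST from both SREBP2 groups. SREBP2 and SREBP2+EST libraries lay together on both components. On the first component, SREBP2 library 1 (29.6) lay nearer SREBP2+EST libraries 2 (31.0) and 5 (31.2) than its own group, and SREBP2+EST library 1 (26.1) lay nearer SREBP2 libraries 3 (22.5) and 5 (22.4) than the other libraries of its own group.

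**Figure D1:**
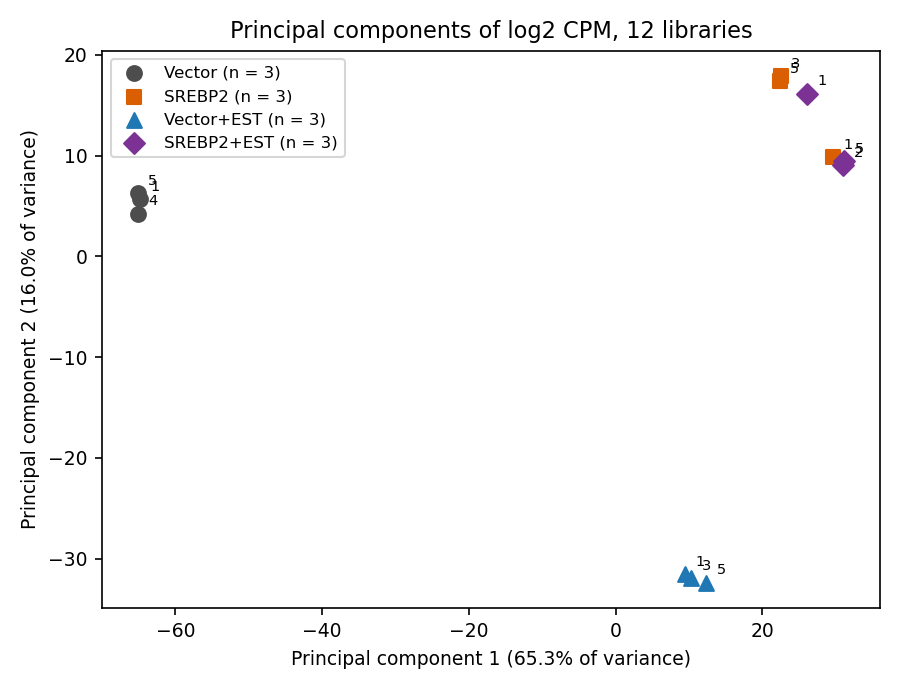
Principal components 1 (x axis) and 2 (y axis) of log2 CPM, in arbitrary units, for the 12 libraries, with 1 point per library, coloured by group and marked with the library number. The 3 Vector libraries sit between -65.1 and -64.8 on component 1 and the other 9 between 9.45 and 31.2.

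The mouse gene for the overexpressed factor was examined first. Srebf2 (Entrez 20788) stood at 361 ± 8.32 CPM in Vector (SD, n = 3), 816 ± 20.1 CPM in SREBP2, 442 ± 13.03 CPM in Vector+EST and 808 ± 6.66 CPM in SREBP2+EST, so all 6 libraries with added SREBP2 lay above the other 6. The count does not separate reads of the cell's own gene from reads of the introduced fragment. In G1E-ER4 cells transduced with active SREBP2 for other experiments, the paper quantified human SREBP2 mRNA. If the fragment here is also human, the mouse gene count may hold only part of its reads. The rise is therefore not a measure of the level of overexpression. Srebf2 also rose with EST in Vector cells, by a log2 fold change of 0.29 ± 0.03 (SE; edgeR adjusted p = 9.60e-07).

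The first comparison asked how EST changes the transcriptome of cells without added SREBP2. EST changed 7893 of 11177 tested genes in Vector cells, 3929 upward and 3964 downward. The number moved most, to 7081, when the library numbers in the headers were fitted as a block, and it ranged from 7460 to 8092 across the fits that each left out one library. The largest falls were those of Slc4a1 (Entrez 20533), Lyl1 (17095) and Il4ra (16190). Slc4a1 fell from 67.6 ± 1.82 to 2.86 ± 0.355 CPM, a log2 fold change of -4.56 ± 0.11 (SE; edgeR adjusted p = 7.15e-15). Lyl1 fell from 339 ± 9.64 to 16.8 ± 2.55 CPM, and Il4ra from 60.3 ± 2.36 to 3.48 ± 0.491 CPM. The largest rises were those of Actn3 (11474), from 0.767 ± 0.178 to 23.4 ± 1.26 CPM, Btn1a1 (12231), from 3.07 ± 0.276 to 62.4 ± 1.66 CPM, and Arl4d (80981), from 2.05 ± 0.317 to 38.5 ± 0.723 CPM. Gata2 (14461) dropped from 644 ± 17.7 to 156 ± 4.55 CPM (log2 fold change -2.05, adjusted p = 3.43e-15). Nfe2 (18022) dropped from 263 ± 1.53 to 101 ± 6.70 CPM (log2 fold change -1.38, adjusted p = 7.19e-09). Gata1 reads (14460) dropped from 1769 ± 17.1 to 453 ± 28.5 CPM (log2 fold change -1.97, adjusted p = 5.00e-13). Of 8 genes that the study displayed as lowered by GATA1, all 8 were lower, and of 3 displayed as raised, all 3 were higher. These lists are the study's own choice from the same libraries.

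Among the adult globin genes, Hba-a1 (15122) was lower with EST in Vector cells, at 1737 ± 26.0 CPM against 3091 ± 115 CPM (log2 fold change -0.83, adjusted p = 7.83e-11), and Hba-a2 (110257) was lower by a similar amount (log2 fold change -0.87, adjusted p = 1.15e-10). Hbb-b1 (15129) did not differ past the threshold, at 2892 ± 46.1 CPM against 3138 ± 98.3 CPM (adjusted p = 0.0922), although it crossed the threshold under library totals alone (adjusted p = 0.0423) and in 6 of the 12 fits that left out one library (adjusted p from 0.0269 to 0.252 over the 12). Hbb-b2 (15130) did not differ in this contrast (adjusted p = 0.248). Hbb-bs (100503605) averaged at most 0.563 CPM in any group, and no change in it was detectable at this depth. Hbb-bt did not pass the low-count filter.

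The second comparison asked what SREBP2 does without EST. SREBP2 changed 7987 genes, of which 4214 were higher and 3773 lower. Among the largest rises were genes close to absent without SREBP2. Ppef1 (237178) reached 16.01 ± 1.68 CPM and was at least 101-fold higher, because all 3 Vector libraries were at or under 3 counts. Scd1 (20249) rose from 0.188 ± 0.0592 to 31.6 ± 0.623 CPM. The largest falls were Slc4a1 (to 4.04 ± 0.964 CPM), Ikzf4 (22781; from 28.3 ± 0.185 to 1.99 ± 0.126 CPM) and Gda (14544; from 33.7 ± 1.35 to 2.44 ± 0.246 CPM). Gata2 fell to 131 ± 2.80 CPM (log2 fold change -2.30, adjusted p = 7.92e-16), and Gata1 reads fell to 557 ± 40.2 CPM (log2 fold change -1.67, adjusted p = 2.17e-12). Nfe2 did not change (247 ± 40.6 CPM, adjusted p = 0.434), and the sign of its small difference depended on SREBP2 library 1. Hba-a1 was lower with SREBP2, at 1635 ± 97.6 CPM (log2 fold change -0.92, edgeR adjusted p = 1.94e-11), as was Hba-a2 (log2 fold change -0.86, adjusted p = 1.17e-10). Hbb-b2 was higher, at 112 ± 23.3 CPM against 77.8 ± 1.72 CPM (log2 fold change 0.52, adjusted p = 0.000707). Hbb-b1 did not change past the threshold (adjusted p = 0.389), although 1 of the 12 fits that left out one library passed it (adjusted p = 0.037) and 1 changed its sign.

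SREBP2 raised the cholesterol genes in both settings. All 20 cholesterol pathway genes were higher with SREBP2 without EST and all 20 were higher with EST, whether p-values were adjusted over all genes or over the list alone. The median log2 fold change was 1.64 without EST (fry adjusted p = 3.64e-10) and 1.92 with EST (fry adjusted p = 2.11e-10). Hmgcs1 (208715) rose from 750 ± 9.60 to 1786 ± 50.0 CPM without EST, and stood at 1726 ± 78.8 CPM against 425 ± 7.03 CPM with EST. Sqle (20775) stood at 475 ± 19.5 against 311 ± 7.52 CPM without EST and at 471 ± 28.6 against 208 ± 3.39 CPM with EST. EST in Vector cells moved the list the other way by less. Of the 20 genes, 14 were lower and 2 higher past the threshold, and 16 passed when the adjustment covered the list alone. The list median was -0.25 (fry adjusted p = 0.000197). Hmgcs1 fell by a log2 fold change of -0.82 (adjusted p = 7.70e-12).

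**Figure D2:**
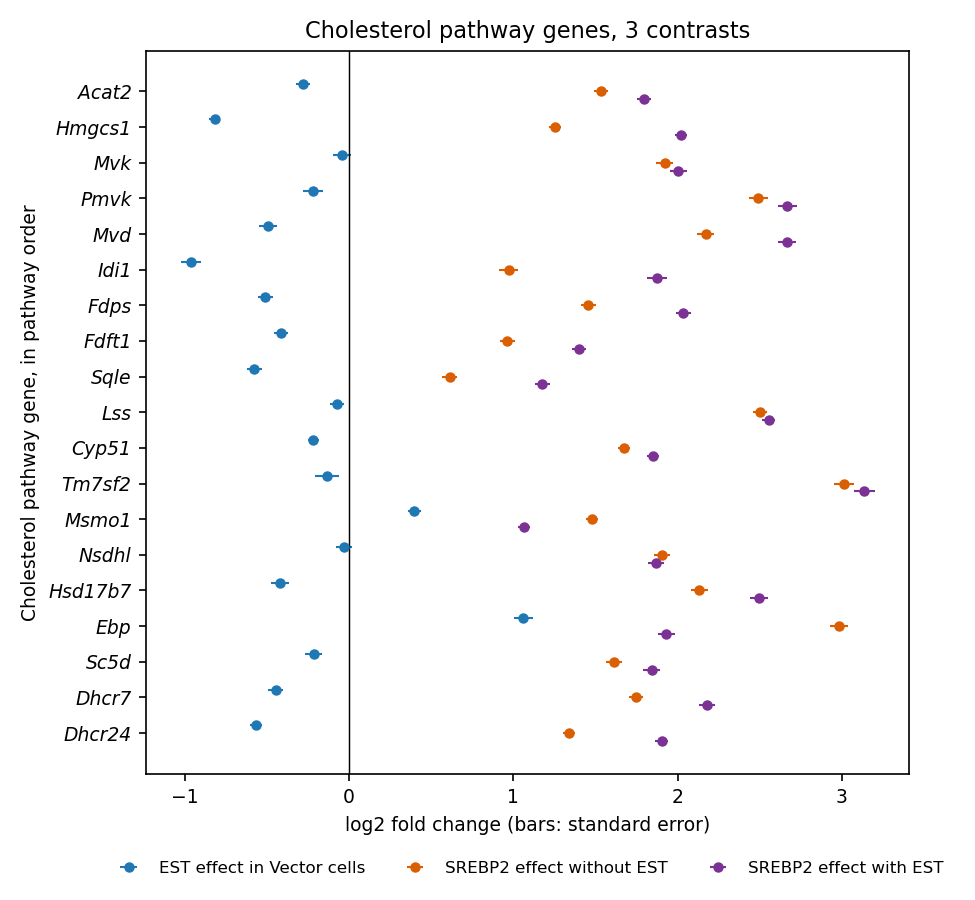
Log2 fold change (x axis, bars are standard errors) of the cholesterol pathway genes (y axis, in pathway order; 1 of the 20 is not drawn) for the EST effect in Vector cells, the SREBP2 effect without EST and the SREBP2 effect with EST. All genes drawn lie right of 0 for both SREBP2 effects, and the medians of the 20 genes are -0.25, 1.64 and 1.92 in that order.

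**Figure D3:**
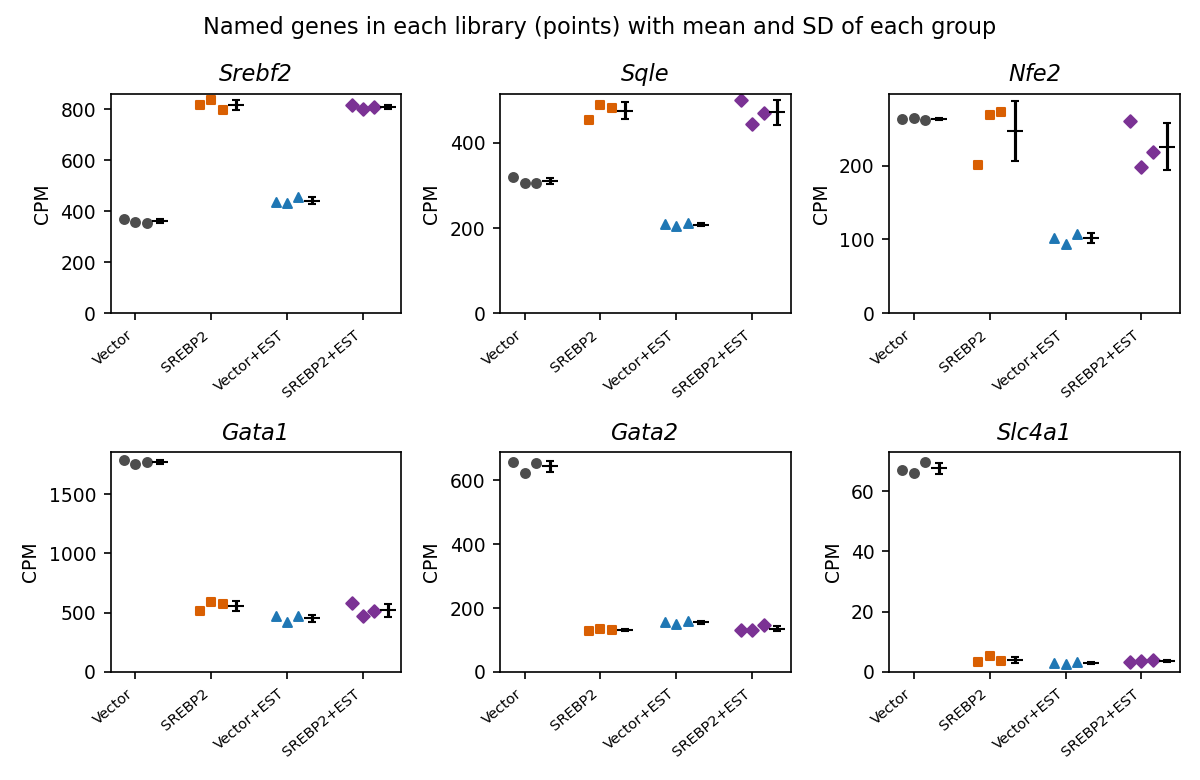
CPM (y axes, from 0) of 6 genes in each of the 12 libraries, with points by group and a bar for the mean and SD of 3 libraries. Srebf2 sits at 361 CPM in Vector, at 816 CPM in SREBP2 and at 808 CPM in SREBP2+EST, and Nfe2 is lowest in Vector+EST, at 101 CPM.

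The EST effect in Vector cells and the SREBP2 effect without EST were set side by side because both use the same Vector libraries as the control. In all, 5366 genes were shared, which was 73.9% of the 7266 genes in either list. Of the shared genes, 2691 were higher and 2573 lower in both, and 102 (1.90%) differed in sign, all 102 higher with SREBP2 and lower with EST. Across the 11177 genes the fold changes correlated with Pearson r = 0.816, a description across genes, which are not independent replicates. The low-count filter moved r most, to 0.646 without it. Ribosome biogenesis genes fell in both, with a median log2 fold change of -0.85 for EST (fry adjusted p = 0.000104, 34 of 40 genes lower past the threshold) and -0.92 for SREBP2 (fry adjusted p = 5.58e-05, 34 of 40 lower). Erythroid program genes had medians of -0.29 for EST (fry adjusted p = 0.000286) and -0.24 for SREBP2 (fry adjusted p = 0.00134), with 17 and 16 of 26 tested genes lower past the threshold and 6 and 7 higher.

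**Figure D4:**
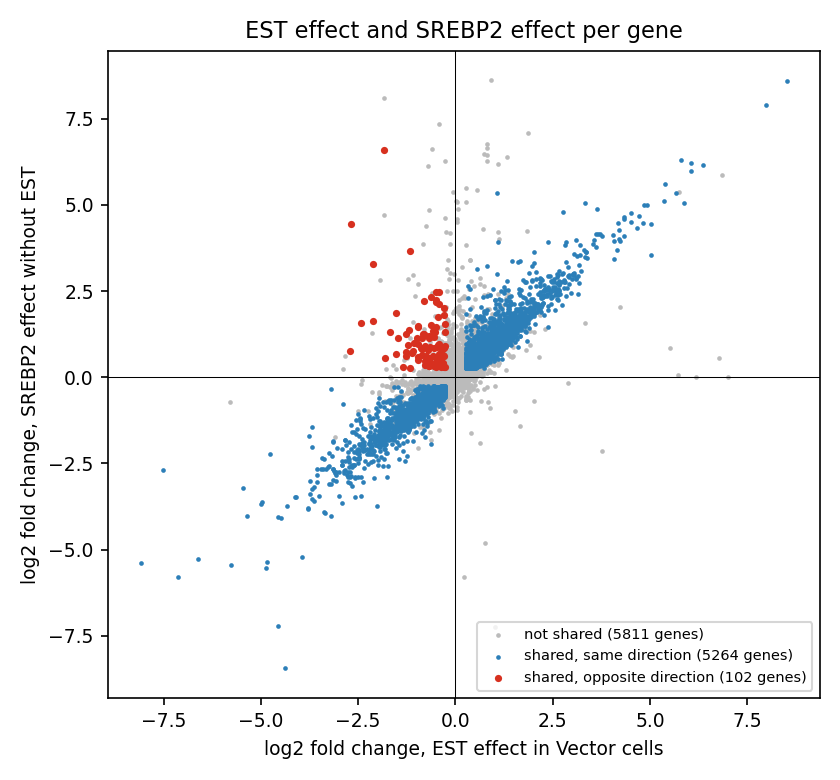
Log2 fold change of each of 11177 genes for the EST effect in Vector cells (x axis) and the SREBP2 effect without EST (y axis), with 1 point per gene. The 5366 shared genes lie mainly along the diagonal, and the 102 of opposite sign lie in the upper left quadrant.

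The third comparison asked what SREBP2 does when GATA1 is active. With EST present, SREBP2 changed 2448 genes, 1560 upward and 888 downward, with 561 higher and 30 lower over 1.5-fold. The share of higher genes was 63.7%, but it was 42.2% under library totals alone. The count fell to 1208 with the header numbers as a block, and leaving out single libraries moved it between 1773 and 3084. Nfe2 was 2.23-fold higher with SREBP2 in the presence of EST, at 226 ± 31.8 CPM against 101 ± 6.70 CPM (log2 fold change 1.15 ± 0.11, adjusted p = 4.38e-07). Fam50b (108161) was at least 127-fold higher and Ppef1 at least 104-fold higher, both against Vector+EST libraries at or under 3 counts, and Scd1 stood at 30.9 ± 1.75 against 0.139 ± 0.0789 CPM. The largest falls were smaller, in Gm39972 (105244343; 15.3 ± 0.255 to 5.67 ± 0.837 CPM), Gm46620 (108168376; 15.4 ± 1.64 to 6.94 ± 0.752 CPM) and Gm52787 (115490135; 16.6 ± 0.660 to 10.9 ± 1.67 CPM). Of the 561 genes, 396 (70.6%) were also higher over 1.5-fold without EST. A further 39 genes changed over 1.5-fold in opposite directions in the 2 settings. As lists, neither the erythroid program (median -0.01, fry adjusted p = 0.365) nor the ribosome biogenesis genes (median -0.13, fry adjusted p = 0.149) changed past the threshold. Of the 40 ribosome biogenesis genes, 38 were lower, 6 of them past the threshold, and 2 were higher, neither past it. Gata1 reads differed by a log2 fold change of 0.20 (adjusted p = 0.0429), a call lost under DESeq2 (adjusted p = 0.052) and in 7 of the 12 fits that left out one library. The call for Hba-a1 (log2 fold change -0.13, adjusted p = 0.0467) was lost in 6 of those 12 fits. Hbb-b2 was higher with SREBP2 in the presence of EST as well, at 96.6 ± 12.8 CPM against 69.7 ± 3.25 CPM (log2 fold change 0.47, edgeR adjusted p = 0.0087). Hba-a2 (adjusted p = 0.133) and Hbb-b1 (adjusted p = 0.562) did not pass the threshold, although Hba-a2 passed it under library totals alone (adjusted p = 0.0223) and in 1 of those 12 fits.

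The fourth comparison asked whether EST still acts in cells that carry SREBP2. No gene passed the threshold, and 506 genes (4.53% of those tested) had an unadjusted p under 0.05. The alternatives gave between 0 and 22 genes. On the simulated counts, groups of 3 libraries were enough to recover 94.3% of genes changed 1.5-fold. Those changes were placed in Vector+EST only, in genes above a low CPM cutoff, and each gene had the same dispersion in all groups. The share is thus not a measure of power for this contrast. Replicates of a group were simulated as alike, so that share does not cover groups with mixed libraries. With SREBP2 library 1 and SREBP2+EST library 1 exchanged, 2062 genes passed, so the absence of genes holds for the labelled groups only. The SREBP2 and SREBP2+EST libraries varied more within their groups than the others, with a coefficient of biological variation of 6.71% and 5.25%, against 2.14% in Vector and 3.28% in Vector+EST.

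The interaction tested the difference between the EST effects directly. It was past the threshold for 6591 genes, 3326 with a more positive and 3265 with a more negative EST effect in SREBP2 cells. The largest positive values were those of Slc4a1 (4.35 ± 0.20), Il4ra (4.16 ± 0.18) and Lyl1 (4.05 ± 0.23), and the largest negative values those of Actn3 (-4.85 ± 0.16), Btn1a1 (-4.29 ± 0.08) and Arl4d (-4.18 ± 0.13), as log2 differences ± SE. Gata2 had an interaction of 2.10 (adjusted p = 4.43e-13) and Nfe2 of 1.25 (adjusted p = 2.19e-06). The list medians were 0.25 for the cholesterol pathway, 0.28 for the erythroid program and 0.75 for ribosome biogenesis, with fry adjusted p-values of 0.00135, 0.0112 and 0.00134.

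The labels give no sequencing batch. Transcripts that were nearly absent from most libraries split the libraries otherwise than the groups do, however. The summed level of Col1a1, Igfbp7, Fn1 and Mmp2, chosen after their values were seen, was between 12.1 and 27.4 CPM in the 3 SREBP2+EST libraries and Vector+EST library 5, and between 0.0523 and 0.314 CPM in the other 8. A set of neural transcripts, also chosen after its values were seen, split the libraries the other way. Its summed level was between 0.212 and 0.695 CPM in the former libraries and between 4.59 and 11.9 CPM in the other 8. The SREBP2 effect without EST lay within the 8 libraries. The EST effect in Vector cells, recomputed within them by leaving out Vector+EST library 5, gave 7574 genes. For the EST effect in SREBP2 cells, the split followed the groups, so the 2 cannot be told apart. For the SREBP2 effect with EST, only 1 Vector+EST library shared the split with the SREBP2+EST libraries, which is too few to recompute it.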

Values the study reported

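The study reported 4979 genes, or 72.8%, as regulated in common by SREBP2 overexpression and by EST, at a change of over 1.2-fold. Of these, it reported 80 genes (1.6%) as changed in opposite directions. With EST present, it reported 490 genes as raised over 1.5-fold by SREBP2 overexpression.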

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

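The tests of library totals as a ratio, of the 10 highest genes, of the trace transcripts, of EST exposure and of the Vector group's position were chosen only after the result was seen. The GC content and length correction and the block on header numbers were added after the data were seen, the former with its prediction written before its result. Scaling by library totals and the splits were set before. The difference between the EST effect in Vector cells and in SREBP2 cells stood out because the interaction test itself was past the threshold for 6591 genes, and for all 3 gene lists. The list medians of the interaction were 0.25 for the cholesterol pathway (17 of 20 genes positive), 0.28 for the erythroid program (18 of 26 positive) and 0.75 for ribosome biogenesis (34 of 40 positive).

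Several technical explanations were weighed. Library totals differed by a factor of 1.02 at most, and the 10 highest genes took at most 4.90% of the counts of a library, so neither depth nor a few abundant genes is an explanation for the interaction. Scaling by library totals alone left 6589 genes, and correcting each library for GC content and transcript length left 6616. With the header numbers as a block the count was 5387. For the erythroid program, the GC content and length correction raised the adjusted p-value to 0.0564, with a range of 0.0029 to 0.0564 over its alternatives, so its interaction is not settled. Without Vector+EST library 5, the only library without added SREBP2 that carries the trace transcripts of the SREBP2+EST libraries, 6391 genes passed. The SREBP2+EST libraries all carry those traces and the SREBP2 libraries do not, so a batch marked by them would add differences to the EST effect in SREBP2 cells, where 0 genes passed. In that contrast the batch and EST cannot be separated, so a batch that offset an EST effect there would also leave 0 genes. Such a batch is therefore not excluded as a source of the interaction.

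Of 100 splits of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many interaction genes. The other one also held the 3 Vector libraries in one group, and the splits that parted them gave at most 25 genes. For the list medians, 69 of 100 splits gave one as far from 0 for the cholesterol pathway, 13 of 100 for the erythroid program and 17 of 100 for ribosome biogenesis. These splits mix libraries with and without added SREBP2, between which the cholesterol genes differ by medians of 1.64 and 1.92, so the shares do not decide whether the medians are unusual.

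The interaction count therefore rests on the 3 Vector libraries standing apart from the other 9, on a component with 65.3% of the variance. Several readings could not be separated from these libraries alone. Active SREBP2 may produce most of the EST response by itself. For this reading the paper has separate evidence, an immunoblot in which SREBP2 overexpression moved GATA1/ER protein into the nucleus without EST. That blot was not examined here. A technical difference in the Vector group could not be told apart from the group itself. Neither the labels nor the trace transcripts set these libraries apart, since the traces place them with the SREBP2 libraries and 2 Vector+EST libraries. Summed fibroblast and neural markers not used to find the split did set them apart. The fibroblast sum was 49.4 to 52.9 CPM in Vector and 18.2 to 32.9 CPM elsewhere. The neural sum was 12.5 to 13.9 CPM in Vector and 3.15 to 7.53 CPM elsewhere. The Vector cells also differ by treatment, so these sums do not decide between the readings. The cells labelled SREBP2 without EST may have met EST. Full exposure would leave about 5% of genes at an unadjusted p under 0.05 between SREBP2 and SREBP2+EST, and 4.53% were seen in the labelled split. That share would also be low if 1 library of each group had been exchanged. The regrouping that exchanges SREBP2 library 1 and SREBP2+EST library 1 gave 3431 genes at an unadjusted p under 0.05 and 2062 past the threshold, which goes against full exposure if that exchange took place. It was chosen as the regrouping with the most genes, so it does not show that one did.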

How the results depend on the processing

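All alternatives were fixed before the data were examined, except the GC content and length correction, the block on header numbers, and the fold criterion alone with Vector libraries shared. No paired analysis was possible because the columns of the count table do not carry the replicate numbers of the titles, by which the planned block was defined. The numbers in the headers, whose meaning is not stated, were fitted as a block instead, which left 10 libraries in the comparisons and 4 residual degrees of freedom in place of 8. The 2 limma alternatives on normalized values were not run, since the deposited comparison table holds no value per library. The gene list tests were not run under DESeq2, nor the interaction in a fit of only 6 libraries.

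The counts for the EST effect in Vector cells, the SREBP2 effect without EST, the interaction, and genes higher over 1.5-fold stayed within 1.5 times their first value under every alternative run. So did the SREBP2 effect with EST, except that 2448 genes fell to 1208 with the header-number block. The EST effect in SREBP2 cells, at 0 genes (506 at an unadjusted p under 0.05), gave 12 genes with DESeq2, 22 without a low-count filter, 8 with only the 6 libraries compared, and from 0 to 18 across the 12 fits that left out one library. Of those 12 fits 11 gave 0, and the 18 came without Vector+EST library 5, the only library outside SREBP2+EST with the trace transcripts, which enters this contrast only through the filter, the scaling and the dispersion. Genes lower over 1.5-fold with SREBP2 and EST, 30 in number, came to 9 when at least 10 counts were required in every library, to 13 with the header-number block and to between 16 and 38 across the 12 fits. The share of higher genes among the calls of the SREBP2 effect with EST fell from 63.7% to 55.1% with relative log expression and to 42.2% with library totals alone. The median log2 fold change of all genes moved with it, from -0.0048 to -0.022 and to -0.05, so a common shift from the scaling accompanies this change. For the other results here the cause was not tested.

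The number of shared genes fell from 5366 to 2938 with a 1.5-fold criterion. Their percent of the union, 73.9% at first, was 72.2% with library totals, 71.4% without a low-count filter, 75.5% with at least 10 counts in every library, 68.5% with a 1.5-fold criterion, 78.0% with no fold criterion, 75.4% with the fold criterion alone, 72.0% at the lowest with Vector libraries divided, and from 71.4% to 74.3% across the 12 fits. The percent opposite in sign, 1.90% at first, was 1.76% after the GC content and length correction, 1.71% with the header-number block, 1.33% with a 1.5-fold criterion, 2.77% with none, 3.27% with the fold criterion alone, from 4.68% to 5.14% with Vector libraries divided, and from 1.72% to 2.09% across the 12 fits. The correlation of 0.816 became 0.646 without a low-count filter, 0.897 with at least 10 counts in every library, 0.895 with only the 6 libraries compared, from 0.724 to 0.740 with Vector libraries divided, and from 0.778 to 0.813 across the 12 fits. The percents with Vector libraries divided used the fold criterion alone, without adjusted p-values. Their like comparison is with 75.4% and 3.27%, not with 73.9% and 1.90%. A move here means more than 1 SD of the 12 fits, a narrow margin. The filter values show that low counts lower the correlation; for the other changes the cause was not tested.

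The cholesterol pathway in 4 contrasts, and both other lists in the contrasts not named next, kept their direction and their side of the threshold under every alternative run. Ribosome biogenesis genes in the SREBP2 effect with EST passed the threshold with library totals (median -0.17, adjusted p = 0.0425) and with camera (median -0.13, adjusted p = 0.00529), where the alternatives ranged from 0.00529 to 0.565. Their median ran from -0.22 to -0.071 across the 12 fits, 1 of which passed it, without SREBP2+EST library 1 (adjusted p = 0.0242). The erythroid program's median in the same contrast, -0.01, changed sign with the header-number block (0.021) and without Vector+EST library 5 or SREBP2+EST library 2, and ran from -0.039 to 0.026 across the 12 fits, never past the threshold. Its interaction was lost after the GC content and length correction (median 0.33, adjusted p = 0.0564, with 0.0029 to 0.0564 over its alternatives). With library totals the median of all genes moved by about as much as that of the ribosome biogenesis genes, from -0.0048 to -0.05, so the scaling accounts for that change of median. The cause of the other changes was not tested for either list.

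For the genes named one by one, 882 values were recomputed over 63 pairs of gene and contrast, only with DESeq2, with library totals and in the 12 fits that left out one library. The filters, the GC content and length correction and the header-number block were not run for them. Of these, 849 kept their direction and side, 17 lost and 10 gained significance, and 6 changed sign, none of them past the threshold. All 6 came from leaving out a single library. Across those fits the log2 fold change of Hbb-bs ran from -0.34 to 0.36 with EST in Vector cells and from -0.60 to 0.093 with SREBP2 without EST. Without EST, the SREBP2 effect ran from -0.17 to 0.039 for Nfe2 and from -0.14 to 0.011 for Hbb-b1, and with EST from -0.094 to 0.0036 for Hbb-b1. The cause was not tested. Depth limited Hbb-bs, at under 1 CPM in all groups.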

Other observations

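Tests chosen only after the result was seen were the splits for the gene counts of the SREBP2 effect with EST and of the EST effect in SREBP2 cells, the exchange of libraries, its trace transcripts, and the ratio of Gata1 to Esr1.

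With 3 libraries against 3 there are 10 splits, so no share under 0.1 can arise. Only the real split, 1 of 10, gave as many genes for the EST effect in Vector cells, for the SREBP2 effect without EST, for the SREBP2 effect with EST, and for its genes higher and lower over 1.5-fold, and in each case the other 9 gave 0 genes. For the EST effect in SREBP2 cells all 10 of 10 splits gave at least the 0 genes of the real one. Only 1 of 10 splits gave a list median as far from 0 for the cholesterol pathway in each of the 3 contrasts, and for the erythroid program and ribosome biogenesis in the EST effect in Vector cells and the SREBP2 effect without EST. In the SREBP2 effect with EST it was 8 of 10 for the erythroid program and 4 of 10 for ribosome biogenesis. In each contrast the other 9 splits mix the compared groups, which shrinks a large difference and widens the spread within groups. A rank of 1 of 10 was thus to be foreseen for any large difference and adds little support. Among 100 splits of all 12 libraries, 2 gave as many shared genes, 3 as large a percent of the union, and 1 as large a percent opposite in sign. As large a correlation came from 19 of 100, with a median of 0.428. These splits also mix libraries that differ by treatment, so this share does not decide whether the correlation is unusual. Both effects subtract the same control in every split. Besides the real split, only the splits with 114, 5261 and 6018 shared genes had any. All others counted as 0 for the percents, so the ranks by percent compare only these few splits. Dividing the Vector libraries so that none entered both effects left r at 0.724 or more, so sampling noise of single Vector libraries does not produce most of it, while a difference common to all 3 would remain.

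One regrouping of the 6 SREBP2 libraries behaved unlike the rest. With SREBP2 library 1 placed beside SREBP2+EST libraries 2 and 5, against SREBP2 libraries 3 and 5 and SREBP2+EST library 1, 2062 genes passed the threshold, and 3431 had an unadjusted p under 0.05. The labelled split gave 0 genes (506 at an unadjusted p under 0.05), and the other 8 gave 0 (from 313 to 933). The chi-square statistic per gene was 1.93 between SREBP2 library 3 and SREBP2+EST library 1, which are in different groups, and 3.76 between SREBP2 library 1 and SREBP2+EST library 2, but 8.15 between SREBP2 libraries 1 and 3, which are in the same group. The fold changes of that regrouping, with SREBP2+EST libraries 2 and 5 taken as EST, correlated with the EST effect in Vector cells at r = 0.323 across all genes and 0.560 across 7619 genes of average log2 CPM of at least 4, and 1668 of 1830 genes past the threshold in both had the same direction. GC content and length do not account for most of it. They held 3.20% of the variance of these fold changes before that correction and 0.0023% after it, and 2404 genes passed afterward, 1916 of them among the 2049 that passed before and could be corrected. This measure of the correction was added after the result was seen. The trace transcripts run along the labelled split and not along this regrouping, so a batch that they mark would not produce it. A batch without such a mark was left open. The summed CPM of the trace transcripts in SREBP2+EST library 1 was 84.6 times that in SREBP2 library 1, each as in its labelled group, but these transcripts were chosen because they split the libraries in that way. This measure replaced an earlier one after its value was seen. The held-out fibroblast list was used first and gave a ratio of 1.81, which decides nothing because genes that these cells express, such as Col5a1, dominate that list. A candidate explanation is an exchange of these 2 samples before the libraries were pooled. Another unrecorded difference, such as culture or RNA handling, could give the same pattern, and none of these was separable here. No result was computed with the labels exchanged, apart from this test.

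Traces of transcripts from other cell types were tested as the source of the split by Col1a1, Igfbp7, Fn1 and Mmp2. Of 9 held-out fibroblast markers with at least 3 counts, 4 were higher in each of the 4 libraries than in the other 8, where chance gives 0.202% per gene. For the neural list, 1 of 9 was higher in each of the 8. The rule set beforehand asked for at least as many separating markers as others, so these cell types were not shown to be the source, although 4 of 9 is far above that chance. The split by Col1a1, Igfbp7, Fn1 and Mmp2 rests on genes chosen for it. The third principal component, with 4.47% of the variance and no genes chosen, placed the 4 libraries above the other 8. The 4 libraries lay between 8.65 and 16.6 on it and the other 8 between -12.8 and 2.61. Among these 8, the Vector libraries lay nearest to the 4, between 0.145 and 2.61, and SREBP2 library 5 came next at -9.30. The widest gap on this component lay below the Vector libraries, so it does not by itself divide the libraries into 4 and 8. No biological explanation was tested.

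Gata1 reads fell 3.91-fold between the highest and lowest group means, and Esr1 reads 4.26-fold, yet their ratio differed by a factor of 1.11 at most between groups, from 5.89 ± 0.180 in SREBP2+EST to 6.51 ± 0.190 in Vector+EST (SD, n = 3). The cell line lacks its own GATA1 and carries GATA1 fused to a part of the estrogen receptor. The constant ratio is consistent with both sets of reads coming from the fusion transgene, in which case the fall in Gata1 reads may describe the transgene and not an endogenous gene. Esr1 was chosen after its values were seen.

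The deposited transcript comparison lists 871 transcripts of 721 genes with an adjusted p under 0.05 for EST in SREBP2 cells, where the gene counts gave 0 genes. Of these transcripts, 714 (82.0%) have a log2 fold change beyond 5 in either direction, and of 122 genes with more than one listed transcript, 81 have transcripts in opposite directions. The gene counts of the 721 genes had a median absolute log2 fold change of 0.043, against 0.054 for all genes tested. An unadjusted p under 0.05 (edgeR) was seen for 53 of them (7.35%), against 4.53% of all genes tested. The median was thus lower, and the share of small p-values higher, than for all genes. Assignment of reads between transcripts of a gene is a candidate explanation for the list. Isoform changes in the cells could not be tested from gene counts.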
